A study of Homo sapiens with 15 samples. Its data were reported in "Specific chromatin landscapes and transcription factors couple breast cancer subtype with metastatic relapse to lung or brain" (2020).

How the data were processed

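ChIP-seq of the histone marks H3K4me3 and H3K27ac was carried out in the MDA-MB-231 breast cancer cell line (Par) and in its metastatic sub-populations LM2 (lung) and BrM2 (brain). Per the labels, cells were grown with 10% serum for 3 days and fixed in 1% formaldehyde for 10 min. The study's methods give 15 min of fixation instead. Of the 15 samples, 12 were libraries of the marks, with 2 replicates per line and mark, and 3 were input samples, 1 per line, which were not used here. Groups and replicate numbers were taken from the sample titles. All 12 count columns matched a sample and 0 columns were left unmatched.

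The authors aligned the reads to hg19 with Bowtie2, marked duplicates with picard and filtered the alignments with samtools. Reads of the 6 libraries of a mark were merged by the authors, who called broad consensus peaks on them with MACS2. The deposited tables hold raw read counts per consensus peak, made by the authors with featureCounts from reads extended at the 3′ end, with 1 column per library and no normalization. A peak was therefore called on pooled libraries, and a region marked in only 1 line can be underrepresented. The deposited region lists give the same coordinates as the count tables, and all starts, ends and lengths fit inclusive intervals. Duplicates and mapping were handled before counting and could not be varied here.

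Peaks were annotated with the hg19 (GRCh37) version of GENCODE release 44. A peak was called a promoter peak when it lay within 2 kb of the transcription start of a protein-coding gene. An H3K27ac peak was paired with an H3K4me3 peak when they shared at least 1 bp, taking the H3K4me3 peak with the most shared bases.

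Differences between lines were tested with the DESeq2 Wald test on the raw counts, as in the study's methods, with median-of-ratios size factors, unshrunken log2 fold changes and Benjamini-Hochberg adjustment. The 6 libraries of a mark entered one fit with cell line as the only term, which leaves 3 residual degrees of freedom. The contrasts were LM2 against Par, BrM2 against Par, the mean of LM2 and BrM2 against Par (metastatic), and BrM2 against LM2. Peaks with an adjusted p under 0.05 are called changed. Default independent filtering was kept, and a peak that it left without an adjusted p was not counted as called or lost. All stated errors of log2 fold changes are standard errors of the fit. Normalized counts are counts divided by the size factor of the library.

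Contrasts against the same Par libraries share their chance values. Libraries with no difference between lines were therefore simulated 10 times per mark, and the correlation of both contrasts and the number of shared calls were recorded. The correlation was also recorded without each library in turn, in 3 simulations per mark added after the data were seen. No simulation held a shared effect of the replicate numbers. Correlations across peaks describe these libraries, since peaks are not independent replicates. Shares of called peaks are given with Wilson 95% confidence intervals, which cover counting error only. Shares of H3K27ac calls inside and outside H3K4me3 peaks were compared with 2-sided Fisher's exact tests over peaks. Chromosome medians of the marks were correlated over 23 chromosomes with 100000 permutations, after leaving out the H3K27ac peaks that overlap H3K4me3 peaks.

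Named peaks followed a rule. For each mark and for LM2 and BrM2 against Par, they are the 2 largest and the 2 smallest log2 fold changes among called peaks with a mean normalized count of at least 50 and no overlap between the normalized counts of the groups. A list of 6 genes that the study shows as examples was added. For SPARC, CDH18 and PLCB1 the peak was an H3K4me3 peak within 2 kb of a transcription start, and for EMP2, RIMS2 and APOBEC3G an H3K27ac peak within 100 kb, in each case the one with the smallest p in the contrast the study names. The groups, tests, contrasts, named-peak rule and alternatives were chosen before the data were examined, unless they are described as added. The correlation of the marks over chromosome medians was chosen only after the results were seen. A group with at most 3 counts in each library was set to that floor, and the fold against it is given as a lower bound.

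Replicate numbers are shared by the lines, so it was checked whether they pair the libraries. Deviations from the line means correlated between same-numbered libraries of different lines with r = 0.683 (Par and LM2), 0.632 (Par and BrM2) and 0.675 (LM2 and BrM2) for H3K4me3, and with r = 0.245, 0.32 and 0.271 for H3K27ac. All are over the limit set for pairing. The pairing comes from the replicate numbers in the sample titles together with these correlations, since the labels name no shared batch or day. A fit with the replicate number as a block (replicate block, 2 residual degrees of freedom) was run for every comparison and is printed beside a result where it changes a call or moves a count by over 1.5 times.

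The alternatives were edgeR's quasi-likelihood test with TMM factors, scaling by the total count in peaks, loess offsets against mean count, centring on chromosome medians, the replicate block, a filter of at least 10 counts in every library, fits of only the lines compared, thinning to the smallest total, a threshold of 0.01, and leaving out 1 library at a time. Combinations of the replicate block with another correction, offsets against GC content and centring on 5 Mb windows were added after the data were seen. So were, for the correlation of LM2 with BrM2 changes, all alternatives but leaving out 1 library, for the correlation between marks the replicate block, for the H3K27ac split the chromosome medians and the 2 kb distance, for peaks changed in only 1 line the replicate block, and for peaks changed in either line all alternatives.

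The tests were tested on simulated counts with 200 changed peaks. With DESeq2, 49% of these were recovered among 22572 H3K4me3 peaks and 38.5% among 62195 H3K27ac peaks, and 10.9% and 11.5% of the calls were false. Total counts in peaks ranged from 3489607 to 9839629 for H3K4me3 and from 1994996 to 6450028 for H3K27ac. The median count per peak was lowest in BrM2 replicate 2 of H3K27ac, at 12. At the 4-fold changes simulated, 78.2% of H3K4me3 and 66.3% of H3K27ac peaks were recovered, and at the 2-fold changes 13.3% and 8.3%, so most small changes were missed in these simulations. Depth was not varied in them, so it cannot be named as the cause. Software was R 4.3.3, DESeq2 1.42.0, edgeR 4.0.16, limma 3.58.1, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.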

Results

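To compare active chromatin between a breast cancer cell line and sub-populations selected for metastasis, H3K4me3, a mark of active promoters, and H3K27ac, a mark of active promoters and enhancers, were profiled by ChIP-seq. MDA-MB-231 is a triple-negative human breast cancer cell line. The parental line (Par) was set against LM2, a sub-population that metastasizes to lung, and BrM2, one that metastasizes to brain. Each line had 2 replicates per mark, giving 12 libraries with counts. Input samples were not analysed here. H3K4me3 libraries held total counts in peaks of 3489607 and 6714331 in Par, 4357121 and 9839629 in LM2, and 4581712 and 8069529 in BrM2, for replicates 1 and 2. For H3K27ac the totals were 4384701 and 3831371 in Par, 6450028 and 3760289 in LM2, and 3923267 and 1994996 in BrM2. Counts were made over 22572 H3K4me3 and 62195 H3K27ac consensus peaks in hg19 coordinates. Promoter peaks, within 2 kb of a protein-coding transcription start, made up 61.9% of H3K4me3 and 29.0% of H3K27ac peaks. An H3K4me3 peak was overlapped by 19207 H3K27ac peaks, or 30.9%.

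Replicates were more alike than lines in both marks. For H3K4me3, Pearson's r of log2(CPM + 1) across peaks was 0.982 between the Par replicates, 0.98 between those of LM2 and 0.98 between those of BrM2, against 0.936 to 0.971 between lines. For H3K27ac the r was 0.945, 0.938 and 0.944, against 0.876 to 0.913 between lines. With only peaks of at least 10 counts in every library, the alternative that moved H3K4me3 most, the lowest r within a line was 0.946 (BrM2), below the highest between lines, 0.952, so the order did not hold for H3K4me3 there. Replicates differed by more than sampling noise, with a chi-square per degree of freedom from 2.63 (BrM2 H3K27ac) to 14.28 (LM2 H3K4me3). The first principal component, with 44.3% of the variance for H3K4me3, separated replicate 1 from replicate 2 within each line. For H3K27ac the first component, with 36.9%, separated the lines.

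**Figure D1:**
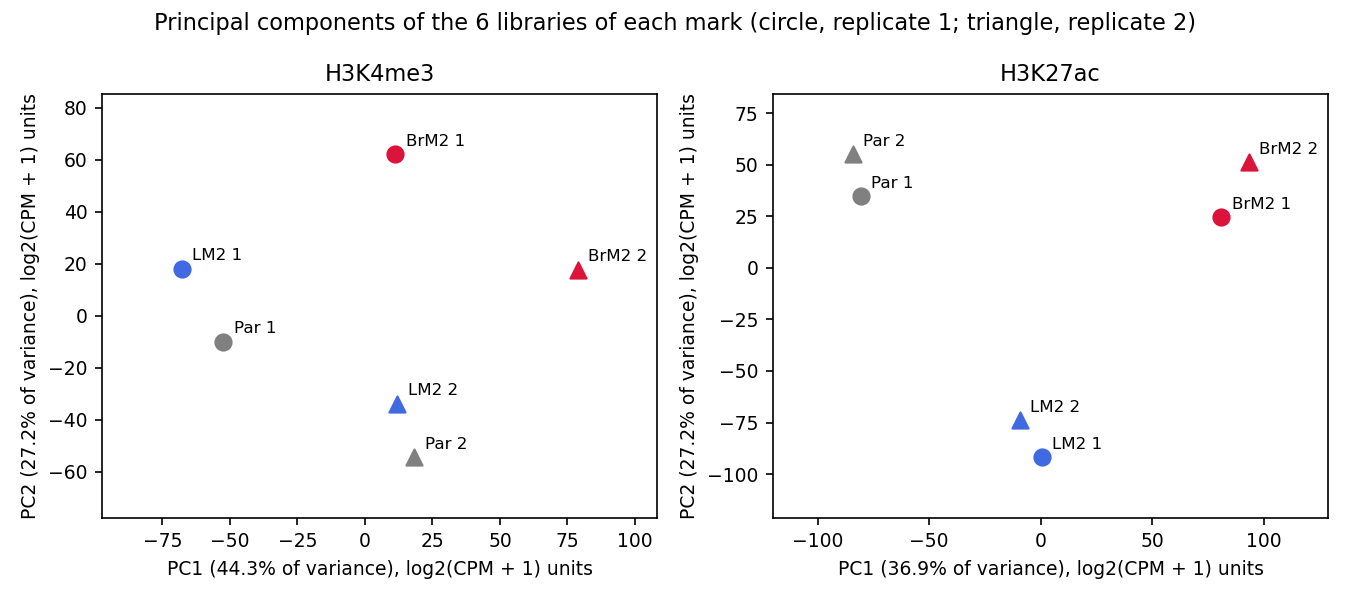
Principal components 1 and 2 of log2(CPM + 1) for the 6 libraries of each mark, coloured by line, with circles for replicate 1 and triangles for replicate 2. H3K4me3 replicates of a line lie apart along component 1, which holds 44.3% of the variance, while H3K27ac replicates lie close together.

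It was first asked how many promoters with H3K4me3 differed from Par in each metastatic line. In LM2, 523 peaks changed (DESeq2, adjusted p under 0.05), of which 411 were higher and 112 lower. Higher peaks made up 78.6% of the calls (95% interval 74.9 to 81.9). In BrM2, 800 peaks changed, 625 higher and 175 lower, a share of 78.1% (75.1 to 80.9). The mean of both metastatic lines differed from Par at 536 peaks, 415 higher and 121 lower. The median absolute log2 fold change of called peaks was 2.55 in LM2 and 3.15 in BrM2, and 58.7% and 52.0% of the calls were promoter peaks. Of the alternatives, edgeR with the replicate block moved these counts most, to 5953 in LM2, 6943 in BrM2 and 5911 for both lines. With the replicate block in DESeq2, 2871 peaks were called in LM2 (1776 higher, 1095 lower), 3909 in BrM2 (1892 higher, 2017 lower) and 2974 for the metastatic contrast (1566 higher, 1408 lower). In BrM2 the share of higher calls with the block was thus 48.4%, so the excess of higher over lower H3K4me3 peaks in BrM2 did not hold in that fit. In edgeR with the block, 52.0% of the calls in LM2, 54.1% in BrM2 and 51.4% for both lines were higher. Leaving out BrM2 replicate 1 lowered the metastatic count to 298.

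For H3K27ac, 1776 peaks changed in LM2 (1332 higher, 444 lower) and 2715 in BrM2 (1859 higher, 856 lower). Higher peaks made up 75.0% (72.9 to 77.0) and 68.5% (66.7 to 70.2) of these calls. The metastatic contrast gave 2372 peaks, 1628 higher and 744 lower, a share of 68.6% (66.7 to 70.5). The median absolute log2 fold change was 2.01 in LM2 and 1.86 in BrM2, and 16.9% and 19.2% of the calls were promoter peaks. These counts moved most in edgeR with the replicate block, to 8444 in LM2, 10396 in BrM2 and 9712 for both lines. There the shares of higher calls fell to 60.2%, 56.5% and 54.9%, and with the replicate block in DESeq2 they were 66.2%, 63.2% and 60.2%. Centring moved the shares the other way. With chromosome medians removed, 1512 peaks were higher and 249 lower in LM2, a share of 85.9%, and the metastatic share was 80.1%. With 5 Mb window medians removed, 1369 were higher and 194 lower in LM2 (87.6%), 1659 higher and 430 lower in BrM2 (79.4%), and 82.7% of the metastatic calls were higher. The counts fell to 1126 in LM2 without BrM2 replicate 1, to 1744 in BrM2 without LM2 replicate 1 and to 1002 in the metastatic contrast without BrM2 replicate 1.

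**Figure D2:**
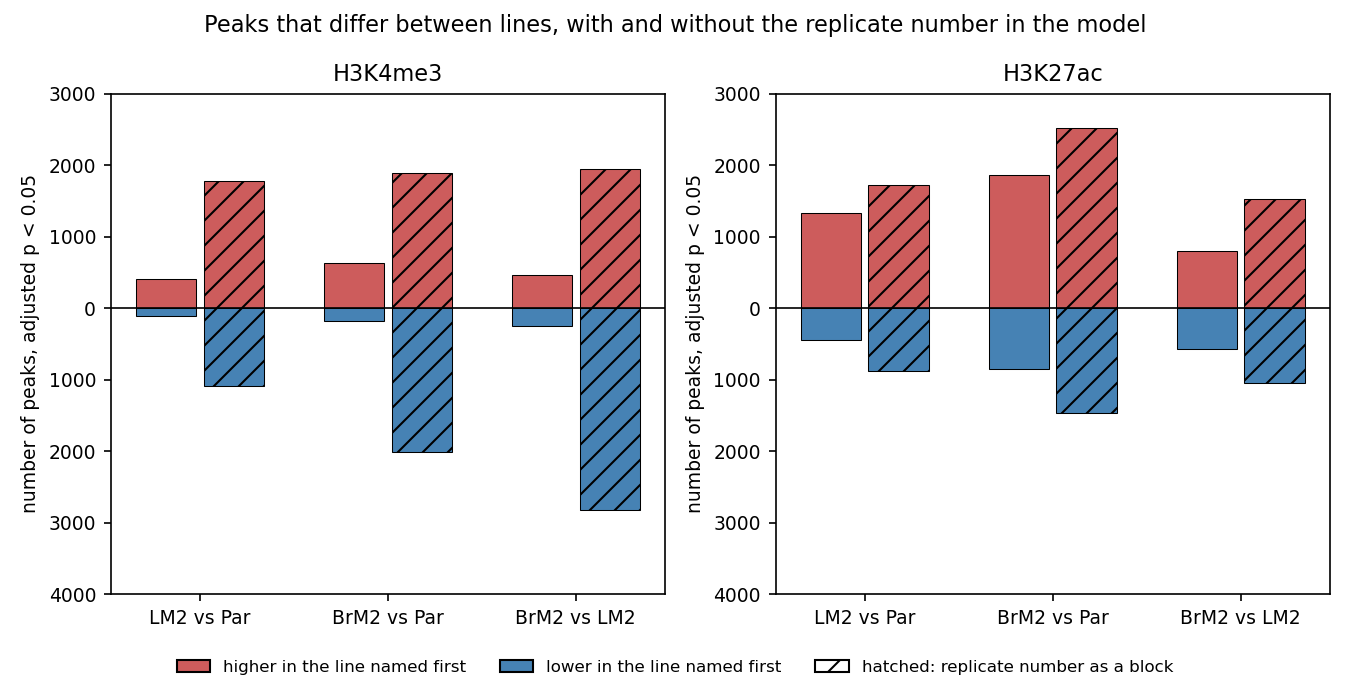
Number of H3K4me3 and H3K27ac peaks with a DESeq2 adjusted p under 0.05 in each contrast, higher peaks above 0 and lower peaks below it, without (plain) and with (hatched) the replicate number as a block. The H3K4me3 counts rise from 523, 800 and 717 to 2871, 3909 and 4771 with the block.

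It was then asked how far both metastatic lines shared their changes. For H3K4me3, 206 peaks changed in the same direction in both, 178 higher and 28 lower, and 18 changed in opposite directions. A change in either line was found at 1099 peaks, of which 588 were promoter peaks. For H3K27ac, 778 peaks changed in the same direction, 640 higher and 138 lower, 1 changed in opposite directions, and 3712 changed in either line. Simulated libraries without differences gave at most 0 H3K4me3 and 3 H3K27ac peaks called in both contrasts. With the replicate block, 1033 H3K4me3 peaks changed in the same direction in both lines and 5643 in either. Across 13309 H3K4me3 peaks with a mean normalized count of at least 50, the log2 fold changes of LM2 and BrM2 correlated with r = 0.428, below the r of 0.503 that the shared Par libraries gave in simulation. With 1 library left out, each r was set against simulations of that design. It was below them without Par replicate 1 (0.514 against 0.662), Par replicate 2 (0.573 against 0.681), LM2 replicate 2 (0.249 against 0.395) and BrM2 replicate 1 (0.271 against 0.402), and above them without LM2 replicate 1 (0.51 against 0.402) and BrM2 replicate 2 (0.494 against 0.396). Across 20124 H3K27ac peaks r was 0.599, against 0.494 in simulation. This excess did not hold without Par replicate 1 (0.668 against 0.67) or Par replicate 2 (0.656 against 0.662). Peaks had the same sign in 61.4% (H3K4me3) and 67.3% (H3K27ac), against 66.8% and 66.5% in simulation.

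A call in only 1 line does not show that the lines differ, so BrM2 was also tested directly against LM2. For H3K4me3, 717 peaks differed, 463 higher in BrM2 and 254 higher in LM2. With the replicate block the count was 4771 (1951 higher and 2820 lower in BrM2), so that the share of peaks higher in BrM2 went from 64.6% to 40.9%. For H3K27ac, 1366 peaks differed, 797 higher in BrM2 and 569 higher in LM2, and 2574 differed with the replicate block (1523 and 1051). Of 299 H3K4me3 peaks called only in LM2, 123 (41.1%) differed between LM2 and BrM2, and of 576 called only in BrM2, 332 (57.6%) did. For H3K27ac this held for 268 of 997 (26.9%) and 581 of 1936 (30.0%). When every contrast had the replicate block, 63.3% of 1734 and 65.4% of 2772 H3K4me3 peaks and 33.1% of 1428 and 36.4% of 2807 H3K27ac peaks called only in LM2 or only in BrM2 differed. Most H3K27ac peaks called in 1 line were thus not shown to be specific to it, with or without the block.

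Among the named H3K4me3 peaks, the largest gain in LM2 was an intergenic peak on chromosome 16 (88216718 to 88220490), 112039 bp from the start of BANP, with a log2 fold change of 6.45 ± 0.84 (adjusted p 2.66e-11). Its normalized count was 188 ± 58.6 (SD, n = 2) in LM2, and since Par was at the floor the gain was at least 48.0-fold. The same peak rose in BrM2 by 5.89 (1.06e-09), and the direct difference did not pass (adjusted p 0.781). A peak at a transcription start of CCBE1 (chromosome 18, 57362582 to 57365015) fell in LM2 by 6.36 ± 1.11 on the log2 scale (adjusted p 3.98e-06), at least 20.9-fold lower. A peak at a transcription start of RPS6KA6 (chromosome X, 83442010 to 83443684) fell by 5.28 ± 0.84 (1.56e-07), at least 19.7-fold lower. In BrM2 the largest gain was at a transcription start of PLCB4 (chromosome 20, 9048467 to 9050286), with 6.29 ± 0.73 (1.27e-14). The next was in an intergenic peak 96392 bp from DCTD (chromosome 4, 183735655 to 183740321), with 5.94 ± 0.62 (1.37e-18). The PLCB4 peak lay in a stretch of chromosome 20 (7478021 to 10023224) in which 18 of 22 H3K27ac peaks and 6 of 8 H3K4me3 peaks were higher in BrM2. The largest loss was at a transcription start of KLF14 (chromosome 7, 130418268 to 130419541). Its log2 fold change was -7.57 ± 0.97 (4.17e-12), at least 81.0-fold lower. The KLF14 peak was also lower in LM2, with -3.08 (adjusted p 2.37e-07). The next loss was at an exon of VGLL2 (chromosome 6, 117591621 to 117592360), with -6.01 ± 0.96 (1.22e-07), at least 28.4-fold lower.

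Among the named H3K27ac peaks, one intergenic peak on chromosome X (140555967 to 140558886), 113974 bp from SPANXA1, had the largest gain in both lines. The log2 fold change was 7.30 ± 1.47 in LM2 (adjusted p 1.21e-04) and 7.81 ± 1.47 in BrM2 (1.89e-05), at least 26.2-fold and 37.0-fold higher than Par. A peak in an intron of ANO2 (chromosome 12, 5915829 to 5919502) rose by 5.04 ± 0.78 in LM2 (6.70e-08), at least 27.7-fold. It rose by 5.82 in BrM2 (1.00e-10), and the direct difference did not pass (adjusted p 0.482). In LM2 the largest losses were in an intron of ACTR3C (chromosome 7, 150003617 to 150011917), with -3.12 ± 0.37 (3.96e-14), and 40667 bp from EPHB6 (chromosome 7, 142502465 to 142512156), with -3.06 ± 0.33 (7.66e-17). The ACTR3C peak was also lower in BrM2, with -3.17 (4.79e-13), and the direct difference did not pass (adjusted p 0.986). The median H3K27ac peak of chromosome 7 was also lower in LM2, at -0.42, and the peak near EPHB6 lay in a stretch (141803607 to 142978355) in which 16 of 17 H3K27ac peaks were lower. In BrM2, an intergenic peak 716736 bp from CADM2 (chromosome 3, 84289305 to 84291404) rose by 6.24 ± 0.83 (4.51e-11), in a stretch (75421417 to 87842366) in which 37 of 52 H3K27ac peaks were higher. The peak near CADM2 also rose in LM2, by 3.31 (adjusted p 0.00544). The raw counts of this peak in Par were 4 and 0, so the size of its gain is uncertain. Its log2 fold change was 5.32 without Par replicate 2 and 9.57 without Par replicate 1. The largest loss was at a transcription start of PRAG1 (chromosome 8, 8242108 to 8245268), with -3.55 ± 0.54 (2.23e-08). The next was 70020 bp from CLDN23 (chromosome 8, 8482246 to 8489427), with -3.38 ± 0.44 (1.62e-11). Both lay in a stretch of chromosome 8 from 6412499 to 9662732 in which 44 of 45 H3K27ac peaks and 11 of 11 H3K4me3 peaks were lower in BrM2.

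**Figure D3:**
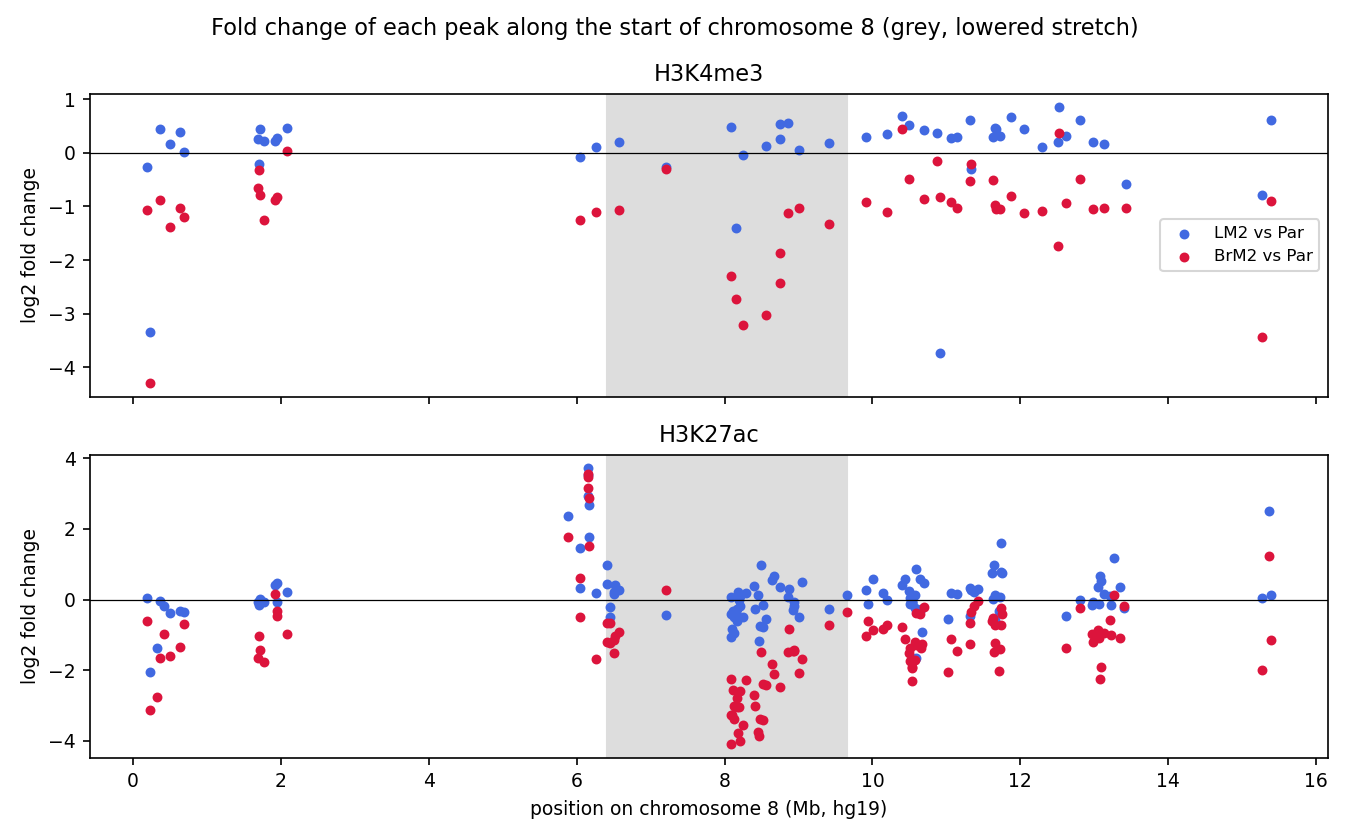
Log2 fold change against Par of H3K4me3 (top) and H3K27ac (bottom) peaks with a mean normalized count of at least 10 along the start of chromosome 8, by position in Mb, with LM2 in blue, BrM2 in red and the stretch from 6412499 to 9662732 in grey. The median in the stretch was -1.87 (H3K4me3) and -2.40 (H3K27ac) in BrM2, and 0.19 and -0.17 in LM2.

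Genes that the study shows as examples were examined as a list. The study chose them on these libraries, so the tests adjusted over the list alone are not independent evidence. Of 31 candidate peaks at these genes, 10 were called over all peaks and 12 when adjusted over the list alone. The H3K4me3 peak at the start of SPARC (chromosome 5, 151064325 to 151066794) rose in LM2 by 5.50 ± 0.61 on the log2 scale (adjusted p 1.26e-15), from a normalized count of 4.77 ± 4.15 in Par to 255 ± 52.8 (SD, n = 2), and was 45.0 in BrM2. It was also among the largest gains in LM2. At CDH18 (chromosome 5, 19802734 to 19804380) the H3K4me3 peak rose in BrM2 by 4.32 ± 1.01 (0.00137), at least 11.7-fold, in a stretch (17315927 to 31275137) in which 15 of 17 H3K4me3 peaks and 29 of 37 H3K27ac peaks were higher. At PLCB1 (chromosome 20, 8111872 to 8114232) the metastatic contrast was 3.66 ± 0.41 (1.28e-15), and the peak lay in the stretch that held PLCB4 in BrM2 and in a wider one in LM2 (6031529 to 10058866), where 22 of 26 H3K27ac peaks and 12 of 12 H3K4me3 peaks were higher. For H3K27ac, a peak at a transcription start of EMP2 (chromosome 16, 10651672 to 10653752) rose in LM2 by 2.89 ± 0.63 (6.31e-04). A peak in an intron of RIMS2 (chromosome 8, 105209944 to 105219899) rose in BrM2 by 1.31 ± 0.27 (2.17e-04), and its log2 fold change in LM2 was 0.68 (adjusted p 0.185). The direct difference at RIMS2, 0.63 ± 0.27, did not pass the threshold (adjusted p 0.237). Both of these values come from the fit without the replicate block. Normalized counts were higher in BrM2 than in LM2 in replicate 1 (478 against 280) and replicate 2 (380 against 277), so a difference is not ruled out. An intergenic peak 8223 bp from APOBEC3G (chromosome 22, 39460901 to 39464849) had a metastatic contrast of 2.48 ± 0.38 (4.44e-08). The study's enhancers of EMP2, RIMS2 and APOBEC3G rest on ATAC-seq peaks and HiChIP links, and lie over 2 kb from a transcription start. The H3K27ac peaks here were chosen by distance and smallest p alone, so they may not be those enhancers. The EMP2 peak overlapped a start in the annotation used here.

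**Figure D4:**
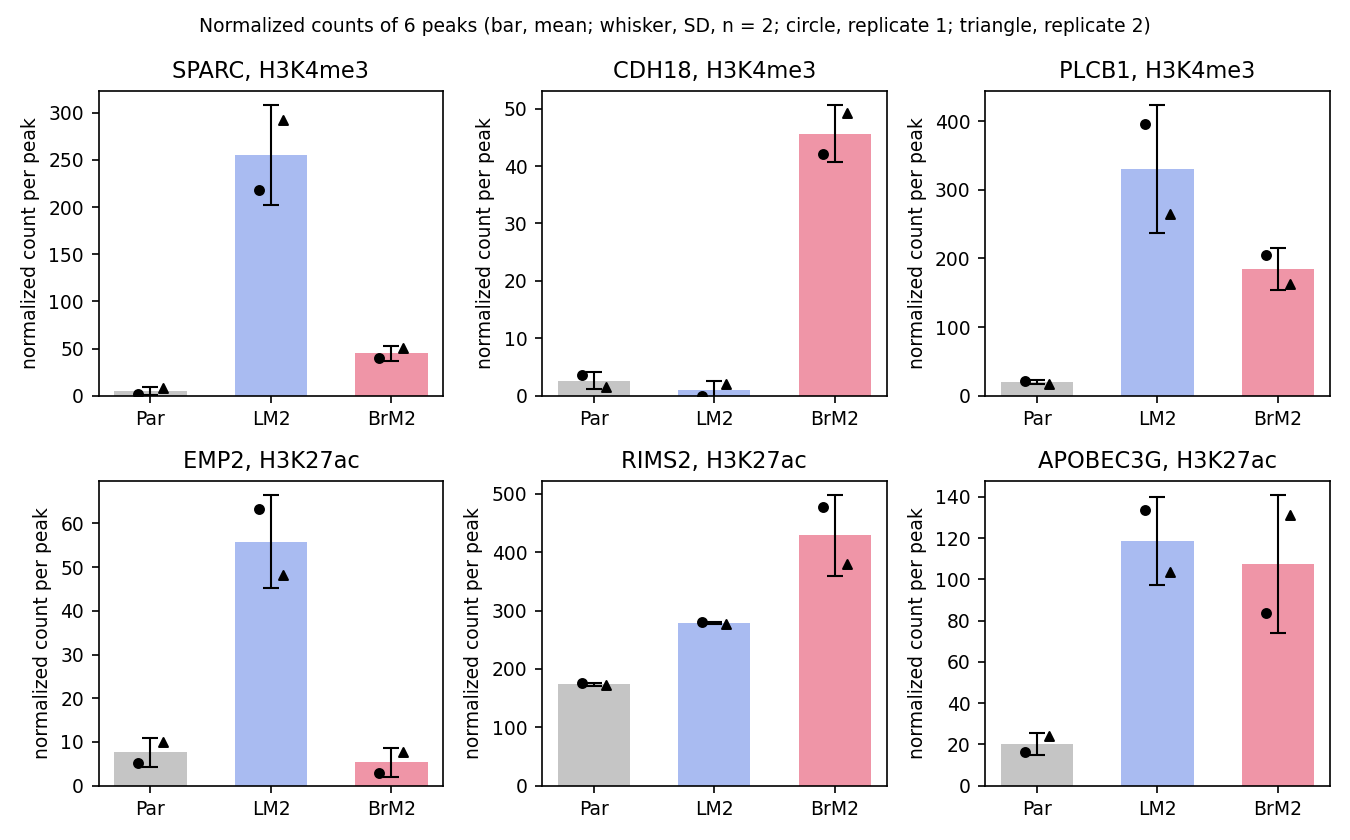
Normalized count per library of the peak chosen for each of 6 genes, with bars for the mean, whiskers for the SD (n = 2), circles for replicate 1 and triangles for replicate 2. SPARC is highest in LM2, at 255, and CDH18 in BrM2, at 45.7.

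Changes of the marks were then compared where they overlapped. Across 19207 pairs of overlapping peaks, the log2 fold changes of H3K27ac and H3K4me3 correlated with Pearson's r = 0.623 (Spearman's rho 0.45) in LM2, 0.675 (0.572) in BrM2, 0.656 (0.511) in the metastatic contrast and 0.643 (0.561) between BrM2 and LM2. These correlations run across peaks, which are not independent replicates. Without LM2 replicate 2, r was 0.379 in LM2 and 0.424 between BrM2 and LM2. In every contrast all pairs called in both marks had the same direction, namely 126 of 126 in LM2, 237 of 237 in BrM2, 168 of 168 in the metastatic contrast and 126 of 126 between BrM2 and LM2. Most pairs called in either mark were not called in the other. In the same order, 446, 755, 632 and 412 pairs were called in H3K27ac and 425, 565, 440 and 494 in H3K4me3.

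H3K27ac calls were split by overlap with H3K4me3 to separate promoter-type from distal regions. The exact tests run over peaks, which are not independent replicates, so their p-values only describe these libraries. In BrM2, 61.3% of calls inside H3K4me3 peaks were higher (57.8 to 64.7), against 71.2% outside (69.2 to 73.2; 2-sided Fisher's exact test, p = 9.82e-07, adjusted over 8 tests 2.62e-06). For the metastatic contrast the shares were 64.4% and 70.2% (exact p = 0.008, adjusted 0.0128), which did not hold with loess offsets, where the difference was 1.2 points, and was -0.4 points with chromosome medians removed, but was 16.6 points with the replicate block (exact p = 3.54e-20). In LM2 the shares, 71.7% and 76.1%, did not differ (exact p = 0.0767, adjusted 0.0877), but with the replicate block they differed by 15.8 points (exact p = 1.52e-14), and with loess offsets by 0.0 points (exact p = 1). Between BrM2 and LM2 they were 56.6% and 59.1% (exact p = 0.4026), and the difference was -2.5 points with the block and 8.9 points with loess offsets (exact p = 0.00259). Split by the 2 kb distance to a transcription start, a division added after the data were seen, 52.5% of promoter calls and 72.3% of others were higher in BrM2 (exact p = 1.64e-17, adjusted 1.31e-16), and 65.1% and 77.0% in LM2 (exact p = 2.87e-05, adjusted 5.74e-05), and the difference for the metastatic contrast was 18.1 points (exact p = 5.10e-13). With that division the shares between BrM2 and LM2, 53.1% and 59.6%, did not pass the threshold (exact p = 0.0542, adjusted 0.0723).

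Median fold changes also differed between chromosomes. On chromosome 13 the median log2 fold change in LM2 was 0.48 over H3K4me3 peaks and 0.43 over H3K27ac peaks. On chromosome 9 in BrM2 it was -0.38 and -0.41. Chromosome 7 was lower in both lines, with -0.23 and -0.42 in LM2 and -0.35 and -0.33 in BrM2. Over 23 chromosomes the medians of H3K4me3 and of H3K27ac outside H3K4me3 peaks correlated with r = 0.861 (rho 0.803) in LM2, 0.773 (0.747) in BrM2 and 0.912 (0.809) between BrM2 and LM2. The permutation p was 1e-05 in LM2 and between the lines, which is the smallest that the permutations can give, and 2e-05 in BrM2. Adjusted over the 3 contrasts these were 1.50e-05, 1.50e-05 and 2.00e-05. The correlation over chromosomes and its permutations were chosen only after the results were seen. Leaving out the 2 chromosomes farthest from the median left r at 0.769, 0.762 and 0.807.

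**Figure D5:**
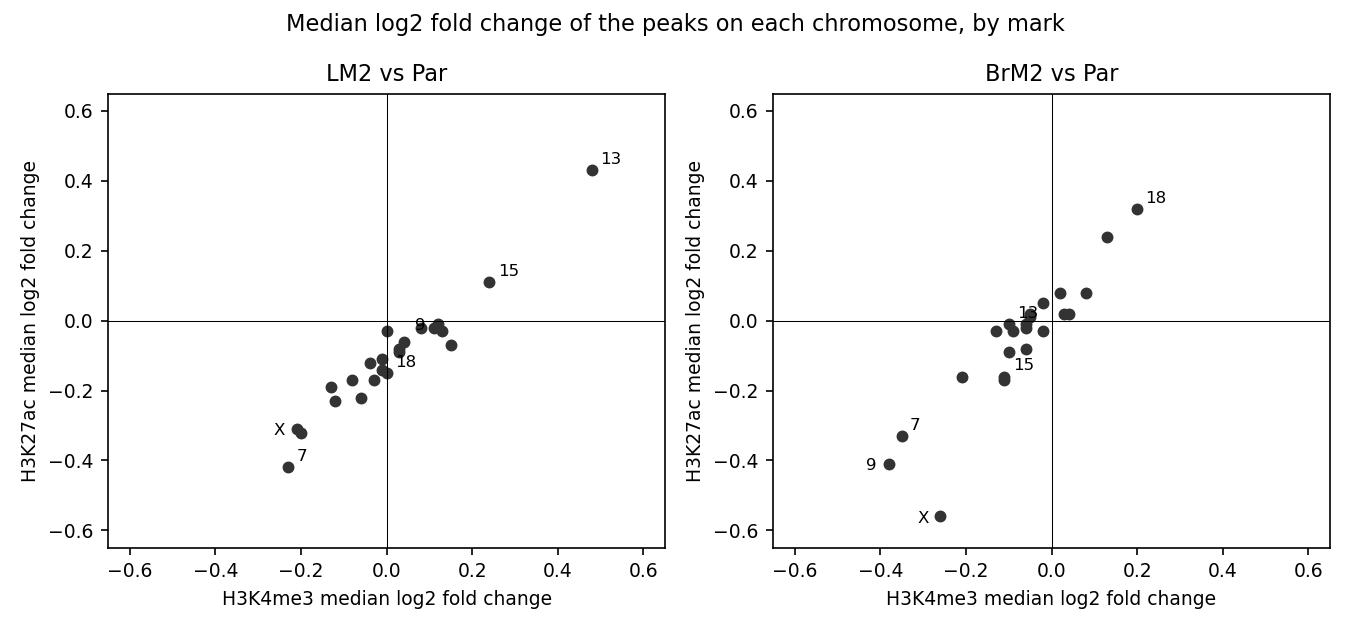
Median log2 fold change against Par of the H3K4me3 (x axis) and H3K27ac (y axis, all peaks) peaks of each chromosome, 1 point per chromosome, for LM2 and BrM2. Chromosome 13 is highest in LM2, at 0.48 and 0.43, and chromosome X has the lowest H3K27ac median in BrM2, at -0.56.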

Values the study reported

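The study reported 1099 significantly altered H3K4me3 peaks when BrM2 or LM2 was set against the Par cells. For H3K27ac it reported 3712 differential peaks in the same comparison. Both numbers equal the counts of peaks changed in either line found here, which differ from those of the metastatic contrast.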

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

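The direct BrM2 against LM2 test, chromosome medians, the replicate block and thinning were set before the data were examined. Their use here to test explanations was chosen only after the results were seen. The same holds for the GC offsets and the 5 Mb windows. A direct test found that LM2 and BrM2 differed at 717 H3K4me3 and 1366 H3K27ac peaks, although both lines were compared with the same Par libraries. Differences of whole chromosomes, of 5 Mb windows, of library depth, of GC content and of the replicate numbers were tested as technical explanations. Of the H3K4me3 peaks, 573 were called in the same direction with chromosome medians removed, 503 with 5 Mb window medians removed, 709 with the replicate block, 456 after thinning to the smallest total and 651 with GC offsets. Of the H3K27ac peaks these counts were 984, 701, 1314, 512 and 1361. Simulated unchanged libraries gave at most 8 H3K4me3 calls and 11 H3K27ac calls between BrM2 and LM2. None of the 5 explanations accounts for the whole set. A difference in chromatin between the lines is a candidate explanation for the peaks that stayed, as a hypothesis found on the same libraries, and a difference that arose when each line was derived or cultured stays untested.

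Opposite directions against Par were found at 18 H3K4me3 peaks, of which 13 were higher in BrM2 and 5 in LM2, and at 1 H3K27ac peak. All of them also differed in the direct test, which opposite calls against the same Par libraries largely imply, so it is no further support. These peaks are part of the 717 and 1366 above, and were not tested for an explanation on their own.

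Among named H3K4me3 peaks, the direct BrM2 against LM2 log2 fold change was -2.50 ± 0.44 at SPARC, where BrM2 was also above Par, with 3.00. It was 7.82 at CCBE1 and 7.40 at RPS6KA6, which were low only in LM2 and higher in BrM2 than in Par (1.46 and 2.12). It was 5.11 at PLCB4, 5.66 near DCTD, 4.98 at CDH18, -4.49 at KLF14 and -6.06 at VGLL2. For H3K27ac it was 2.73 near EPHB6, 2.92 near CADM2, -3.56 at EMP2, -3.07 at PRAG1 and -2.63 near CLDN23. Several of these peaks lay in joined stretches of shifted H3K27ac peaks, found with settings chosen after the data were seen. The last pair lay in the lowered stretch of chromosome 8 described among the other observations, with a median H3K27ac log2 fold change of -2.40. Near EPHB6 the median of the stretch was -1.28 in LM2 and -0.81 in BrM2, near CADM2 it was 1.48 in BrM2 and 0.40 in LM2, at CDH18 2.17 in BrM2 and 0.63 in LM2, and at PLCB4 1.04 in BrM2 and 1.44 in LM2. The H3K4me3 medians of the last 2 stretches were 3.99 and 2.16 in BrM2, and 2.12 and 1.75 in LM2. With 5 Mb window medians removed, the log2 fold change against Par went from -3.55 to -2.01 at PRAG1, from -3.38 to -1.81 near CLDN23, from -3.06 to -2.46 near EPHB6 and from 6.29 to 5.99 at PLCB4, and all 4 were still called. Near CADM2 and at CDH18 the window held too few peaks for its own median, so the chromosome median was removed there and the stretch was not tested. A change of a whole stretch stays open for part of the change at each of these peaks, since peaks named for large changes are likely to stay called after such a correction.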

How the results depend on the processing

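Combinations with the replicate block, the GC offsets and the 5 Mb windows, for the H3K27ac split also chromosome medians and the 2 kb distance, for the correlation between marks the replicate block, and for the correlation of LM2 with BrM2 changes all but leaving out 1 library, were chosen only after the results were seen. The same holds for every alternative of the peaks changed in either line. The 20 named peaks gave 21 results, since 1 peak was named in both lines, and all 299 fits of these under the alternatives that kept every library had the direction and the side of the threshold of the reported value. When 1 library was left out, 104 of 126 values of the named peaks moved by less than the spread between replicates, 22 moved by more, and 0 reversed. These peaks were named for large changes or small p, so most would stay called by selection. Unless a reason is given the cause of a change was not tested.

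H3K4me3 counts are given in the order LM2, BrM2, metastatic, BrM2 against LM2, same direction in both lines and either line, and the reported values were 523, 800, 536, 717, 206 and 1099. With the replicate block they were 2871, 3909, 2974, 4771, 1033 and 5643. With the block and loess offsets they were 2752, 3447, 2675, 4168, 978 and 5136, with the block and chromosome medians removed 2314, 3263, 2387, 3850, 802 and 4706, and with the block and GC offsets 2407, 3991, 2793, 4578, 929 and 5380. The edgeR test with the block gave 5953, 6943, 5911, 8163, 2469 and 9992. A filter of at least 10 counts in every library, which also removes peaks absent from a line and so tests fewer peaks, gave 239, 286, 276, 187, 105 and 417. A threshold of 0.01, stricter by construction, gave 306, 493, 332, 477, 113 and 679. Loess offsets gave 830 in LM2, 879 for the metastatic contrast, 1157 between BrM2 and LM2, 328 in both lines and 1660 in either. Thinning, which lowers the counts by construction, gave 460 between BrM2 and LM2 and 132 in both lines. Leaving out 1 library gave from 394 to 401 peaks in LM2, from 644 to 720 in BrM2, from 298 to 393 for the metastatic contrast and from 585 to 625 between BrM2 and LM2. No count was made where an arm kept 1 library.

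The share of higher H3K4me3 calls reversed in the BrM2 contrast with the block (48.4%) and with the block and GC offsets (43.0%), in the metastatic contrast with the block and GC offsets (43.3%), and between BrM2 and LM2 with the block (40.9%) and with the block and GC offsets (41.0%). In the same order of contrasts it did not reverse with the block and chromosome medians removed (57.8%, 58.4% and 55.3%) or with the block and loess offsets (58.0%, 58.1% and 52.6%). For H3K27ac it reversed between BrM2 and LM2 when scaled by total count (49.0%) and with at least 10 counts in every library (48.6%). Over both marks, 45 of 140 shares stayed inside the interval of the reported share, 88 moved and 7 reversed.

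H3K27ac counts in the same order were reported as 1776, 2715, 2372, 1366, 778 and 3712. The edgeR test gave 3137, 4294, 3809, 2429, 1331 and 6094, and with the replicate block 8444, 10396, 9712, 8516, 3709 and 14983. At least 10 counts in every library gave 1017, 1667, 1371, 788, 437 and 2247, thinning gave 637, 1236, 970, 520, 299 and 1574, and a threshold of 0.01 gave 955, 1443, 1272, 693, 411 and 1987. Between BrM2 and LM2 the replicate block gave 2574, with loess offsets 2393, with GC offsets 2658, and 5 Mb window medians without the block gave 860. Leaving out 1 library gave from 1126 to 1276 peaks in LM2, from 1744 to 1976 in BrM2, from 1002 to 1352 for the metastatic contrast and from 995 to 1053 between BrM2 and LM2.

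The lowest replicate correlation within a line, 0.98 for H3K4me3 and 0.938 for H3K27ac, was 0.967 and 0.905 with log2(CPM + 0.1), and 0.946 and 0.919 with at least 10 counts in every library. The correlation of H3K4me3 with H3K27ac changes ranged, when 1 library was left out, from 0.379 to 0.622 in LM2, from 0.505 to 0.675 in BrM2, from 0.458 to 0.643 for the metastatic contrast and from 0.424 to 0.643 between BrM2 and LM2. The correlation of LM2 with BrM2 changes ranged from 0.249 to 0.573 for H3K4me3 and from 0.529 to 0.668 for H3K27ac. Of its 22 values over both marks, 15 moved.

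For the H3K27ac split by H3K4me3 overlap, the difference in LM2 was 4.3 points and passed the threshold with an overlap of at least 50% (8.2), edgeR (4.3), scaling by total count (4.4), the replicate block (15.8) and the 2 kb distance (11.9), but was 0.0 with loess offsets. For the metastatic contrast it was 5.8 points, fell to 1.2 with loess offsets, reversed to -0.4 with chromosome medians removed, and was 16.6 with the replicate block and 18.1 with the 2 kb distance. Between BrM2 and LM2 it was 2.6 points, reversed with an overlap of at least 50% (-5.1), edgeR (-2.9) and the replicate block (-2.5), and passed the threshold with scaling by total count (5.8) and loess offsets (8.9). The split in BrM2 kept its direction and its side of the threshold under all of these. Its difference, reported as 9.9 points, ranged from 5.6 with chromosome medians removed to 19.8 with the 2 kb distance.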

Other observations

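The tests of chromosome 8, of the excess of higher calls and of the correlation between marks over chromosomes were chosen only after the results were seen, while those of count trend, GC content and depth behind the replicate numbers, and of single libraries behind the chromosome shifts, were set before their results.

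Of the joined stretches of shifted H3K27ac peaks, the one with the lowest median was on chromosome 8 in BrM2. Runs of 15 consecutive peaks with a mean normalized count of at least 10 and an absolute median log2 fold change over 1.5 were joined, and these settings were chosen after the data were seen. From 6412499 to 9662732, 44 of 45 H3K27ac peaks were lower in BrM2, with a median of -2.40 (quartiles -3.05 and -1.46), and 27 were called. The joined stretch is wider than its lowest part, and some peaks at its edges changed little. Independent changes of single peaks are argued against by 100 shuffled peak orders, whose highest absolute median was 1.39. A single deviating library is argued against as well, since the replicates gave -2.39 and -2.40. All 11 H3K4me3 peaks in the stretch were lower too, with a median of -1.87, and 6 were called. In LM2 the medians were -0.17 and 0.19. A loss of DNA from the stretch in BrM2 may explain this, since it would lower both marks. Silencing of the whole stretch may do so too. Peaks outside H3K4me3 peaks had a median of -2.40, which both would give, so they cannot be told apart from the marks. Counts of the input samples, not analysed here, would bear on it.

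Whole chromosomes shifted together in both marks. A difference in copy number between the lines is a candidate explanation, and it predicts that the marks shift alike. Over chromosome medians the marks correlated with r = 0.861 in LM2, 0.773 in BrM2 and 0.912 between BrM2 and LM2, although the H3K27ac peaks used overlap no H3K4me3 peak. A single deviating library is argued against, because the medians of replicates 1 and 2 correlated with at least 0.855 (LM2), 0.945 (BrM2) and 0.978 (BrM2 against LM2). Correlations over 334 windows of 5 Mb within chromosomes were 0.619, 0.65 and 0.718, so shifts below the size of a chromosome were shared as well. Copy number was not measured here, and a chromatin change over a whole chromosome would look the same.

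More called peaks were higher than lower in both metastatic lines. Among calls with a mean normalized count of at least 50 the share of higher calls was 78.7% (H3K4me3 in LM2), 76.7% (H3K4me3 in BrM2), 65.8% (H3K27ac in LM2) and 60.4% (H3K27ac in BrM2). With the replicate block these were 59.7%, 41.1%, 54.6% and 56.0%, against 73.0%, 76.1%, 80.4% and 74.6% under 50, so with the block the excess was smaller among strong peaks. The shares under 50 without the block were 78.4%, 79.3%, 82.2% and 77.0%. For H3K27ac the excess was thus smaller among strong peaks without the block too. Weak peaks as the whole cause are argued against except for H3K4me3 in BrM2, where the share was 76.7% without and 41.1% with the block and this stays open. It stays open for the metastatic contrast of both marks too, where the shares at 50 or more were 82.2% (H3K4me3) and 61.6% (H3K27ac) without the block but 49.1% and 50.8% with it, against 70.6% and 73.2% under 50. In the same order the shares were 75.8%, 70.5%, 77.3% and 67.6% with loess offsets, 78.7%, 80.0%, 80.8% and 68.2% with scaling by total count, 71.8%, 76.0%, 68.8% and 65.9% with GC offsets, and 78.7%, 80.1%, 81.8% and 71.5% after thinning. Without the block, count trend, scaling, GC content and depth therefore did not remove the excess. All these fits used the same peaks, called on pooled libraries of which more were metastatic than Par. They cannot test whether regions marked only in Par were missed more often, so the peak set stays open as an explanation. With the replicate block the shares of all calls were 61.9%, 48.4%, 66.2% and 63.2%. For H3K4me3 in BrM2 the effect of the replicate numbers stays open as well. The explanations cannot be told apart, because the share was 48.4% with the block and 58.0% with the block and loess offsets together. With the block it was also 57.8% with chromosome medians removed, 54.1% in edgeR and 43.0% with GC offsets. Shifts of whole chromosomes thus stay open too as part of the reversal. Of the 800 calls made there without the block, 788 stayed with it, 615 higher and 173 lower. The fall in the share thus came from peaks called only with the block. For H3K4me3 in LM2 and H3K27ac in each line, a gain of active chromatin in the metastatic lines is a hypothesis. The H3K4me3 share in LM2 came closer to balance with the block and GC offsets, at 54.7%. In edgeR with the block it was 52.0%, against 60.2% and 56.5% for H3K27ac in LM2 and BrM2. The H3K4me3 excess in LM2 was thus small in those fits.

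Replicate 1 and replicate 2 differed across the lines at 7803 H3K4me3 peaks, 5567 higher in replicate 1 and 2236 in replicate 2, against at most 4771 for a contrast between lines in the same DESeq2 fit. With loess offsets the split was 2571 and 2227, so the excess in replicate 1 was mostly gone with them. For H3K27ac this was 1079 peaks, and the split ran the other way, with 206 higher in replicate 1 and 873 in replicate 2 (327 and 740 with loess offsets). After loess offsets 4798 H3K4me3 and 1067 H3K27ac peaks still differed, after GC offsets 7026 and 286, and after thinning 6273 and 422, so none of count trend, GC content and depth was the whole cause, although GC offsets removed most of the H3K27ac calls. Of the 4 ways to number the replicates within lines, only 1, the real one, gave as many peaks in either mark. The others gave 0 calls, with 4, 7 and 8 H3K4me3 and 262, 115 and 78 H3K27ac peaks at an unadjusted p under 0.05. With 4 numberings the share cannot fall under 0.05. A batch of library preparation or sequencing shared by equal numbers may be the source, which the labels do not state. No biological explanation was tested.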
